A study of Mus musculus with 6 samples. Its data were reported in "The Evx1/Evx1as gene locus regulates anterior-posterior patterning during gastrulation" (2016).

How the data were processed

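RNA-seq was measured in embryoid bodies (EBs, floating aggregates in which embryonic stem cells differentiate) made from mouse embryonic stem cells (mESCs). The parental W9.5 line (wildtype) and 1 CRISPR-edited clone of it, clone 14 (EVX1-Δfs), were differentiated for 4 days in medium with serum and without LIF. The edit placed small frameshift deletions in exon 2 of Evx1. Groups and replicate numbers were taken from the sample labels, which give 3 libraries per genotype.

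Per the labels and the study's methods, the authors selected mRNA, sequenced the libraries on an Ion Proton, mapped the reads to the mouse genome mm9 with TopHat2 and then TMAP, and counted reads per gene with HTSeq at its standard settings. The versions and the gene annotation are not stated, and the strand setting of the counting is given only as part of those standard settings, which in HTSeq count by strand. The deposited table holds a signal that is never negative: read counts per gene divided by 1 factor per library. Although the table was deposited as counts, its values were not whole numbers. Every column was a set of whole multiples of its smallest step, and 100% of values came out as whole reads, with a largest distance from a whole read of 3.71e-05. The factors differed from DESeq2's median-of-ratios size factors of those reads by at most 0.00564%. The recovered reads numbered 7597879 to 9914471 per library. These are reads assigned to genes, not the number sequenced. The table lists 23353 genes by symbol, of which 5108 are at 0 in all 6 libraries. The nuclear ribosomal RNA gene Rn45s took 1.87% to 4.95% of the reads.

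The main test was planned as DESeq2 on raw counts, after the study's methods. Because the deposited values were normalized, it was replaced by limma (version 3.58.1, with a mean-variance trend in the empirical Bayes step) on log2(normalized count + 1), over genes with a normalized count of at least 10 in at least 3 libraries, which kept 13136 genes. Fold changes are EVX1-Δfs over wildtype on this log2(value + 1) scale, which understates the change of low genes. Benjamini-Hochberg adjusted p-values under 0.05 were called. DESeq2 (1.42.0) with default settings and edgeR's quasi-likelihood test (4.0.16) were run on the recovered reads as alternatives. The pseudocount and filter were chosen after the table's unit was known and before any fit; pseudocounts of 4 and 16 and voom were tried while exploring and are included among the alternatives. Analyses ran in R 4.3.3.

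Per the study's methods, conditions compared side by side were started together and the replicates on separate days. The replicate number was therefore taken to mark a shared day and to pair the libraries. The methods do not state this for these libraries by number. Deviations from the group means correlated between same-numbered libraries at 0.111, 0.00933 and -0.101 for replicates 1, 2 and 3, across 13136 genes, which are not independent. The day therefore left little shared deviation in these values. Fits with the replicate number as a block are given beside a result where they change it.

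Genes were placed on NCBIM37, the assembly of mm9, with the GENCODE vM1 annotation. Of the listed symbols, 22005 (94.2%) matched, 798 of them through an older symbol. GC content and length were taken over the annotated exons. Per-library trends on GC content and log2 exon length were estimated with natural splines of 5 degrees of freedom and subtracted in alternative fits. That correction also removes any biological difference that follows GC content or length, and does not act on trends with expression. Both the counting and the annotation limit what can be said of overlapping genes: the exons of Evx1 and Evx1as share 73 bases on opposite strands.

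Lists of genes came from the study's text or were written from general knowledge. All lists were written before the data were examined, but after the study and its supplementary gene tables had been read, so even the marker lists were not made blind to its findings. Marker lists with at least 5 tested genes (11 lists) were tested with limma's camera at a preset inter-gene correlation of 0.01 on the same log2 values, with fry and an estimated correlation as alternatives. A Y-linked list and an X-inactivation list had fewer than 5 tested genes and were not tested with camera. Genes named in the text were Evx1, Evx1as and the genes the study's text lists, and by rank the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among called genes with a mean normalized count of at least 50 and the same direction in all 3 same-numbered pairs. Some genes that met these rules are not reported here. Other genes are named as chosen after their values were seen.

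The fits were tested on simulated data with 200 changed genes. limma recovered 98.5% of these with 4.83% of its calls false (13138 genes), DESeq2 recovered 97.5% with 4.41% false (23353 genes), and edgeR recovered 98.5% with 7.08% false (13182 genes). The changed genes were drawn from genes with a mean normalized count of at least 50 and changed by at least 2-fold. In the real libraries, 85 of the 660 genes called changed as much. The shares recovered therefore do not describe smaller changes or lower genes. With the trends of the real libraries added, the false share under limma was 36.1%, and it was 4.33% with the trends removed (13118 genes). Alternatives covered the test, scaling, filters, pseudocount, prior, outlier filter, replicate block, GC and length trends, and leaving out each library in turn. A total near 7597879 assigned reads leaves low genes with few reads, which the filter on low values removes. The values analysed come from 1 edited clone, so in them effects of the edit and other properties of that clone are confounded. Other edited lines of the study were not analysed here. By quantitative PCR, the study reports no significant differences between this clone and another frameshift clone. It also reports changed Mixl1 and Cer1 in lines with larger deletions at the locus.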

Results

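Transcriptomes of day 4 EBs were compared between wildtype W9.5 mESCs and the EVX1-Δfs clone 14, with 3 libraries per genotype. Reads assigned to genes, as recovered from the normalized values, numbered 9427970, 9914471 and 8397330 in wildtype replicates 1, 2 and 3, and 9379772, 7597879 and 8750035 in EVX1-Δfs replicates 1, 2 and 3. Between 15998 and 16479 genes had at least 1 read in a library.

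The edited locus was examined first. Evx1 encodes a homeodomain transcription factor and lies on chromosome 6 from 52263492 to 52268372 on the plus strand (NCBIM37). Its normalized count was 2311 ± 119 (SD, n = 3) in wildtype and 2294 ± 258 (SD, n = 3) in EVX1-Δfs EBs. The log2 fold change was -0.02 ± 0.11 (SE), with a limma adjusted p of 0.950, so no difference was detected. A frameshift need not alter the transcript count, and the reads per gene do not show the edit, so these values are no check of the genotype. The antisense transcript Evx1as, listed as 5730457N03Rik, lies on chromosome 6 from 52258383 to 52264826 on the minus strand. It had 445 ± 43.2 normalized counts in wildtype and 444 ± 23.7 in EVX1-Δfs EBs (SD, n = 3), a log2 fold change of 0.00 ± 0.12 (SE) with a limma adjusted p of 1.00. In the GENCODE vM1 annotation their exons share 73 bases. The standard settings of HTSeq assign reads by strand, but the strand setting is not stated on its own and was not tested here, so reads in those bases remain uncertain for both genes.

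**Figure D1:**
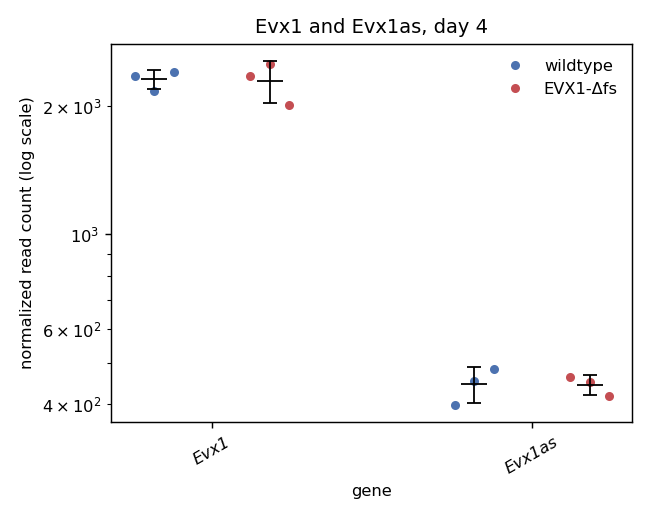
Normalized read counts (y axis, log scale) of Evx1 and Evx1as (x axis) in each library, with the mean and SD of 3 libraries as black bars. Evx1 lies between 2012 and 2516 normalized counts over both genotypes, and the genotypes overlap for each gene.

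To ask how widely the transcriptome differed in the absence of functional EVX1, 13136 genes were tested. At a limma adjusted p under 0.05, 273 genes were higher and 387 were lower in EVX1-Δfs EBs, and 85 of these 660 genes changed by at least 2-fold. DESeq2 with default settings on the recovered reads called 284 genes higher and 517 lower, and edgeR called 309 higher and 378 lower. With the replicate block, limma called 76 genes higher and 146 lower. The calls moved most when the block was combined with GC and length offsets in DESeq2, where 34 genes were higher and 116 lower. Fold changes fell with the GC content of the gene (Spearman's rho of -0.461 across 12971 genes, which are not independent replicates). They also fell with the mean normalized count (rho of -0.267 across 13136 genes), and removal of the GC and length trends left this at -0.260. Genes called higher had a median GC content of 43.9% and genes called lower had 56.5%, against 50.2% in the other genes tested. After removal of the GC and length trends of each library, limma called 101 genes higher and 182 lower, and 232 of the 660 genes kept their call. Upper-quartile scaling shifted the balance, with 370 genes higher (53.2%) and 325 lower, against 41.4% higher in the main result. Leaving out EVX1-Δfs replicate 3 left 77 genes higher and 142 lower.

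**Figure D2:**
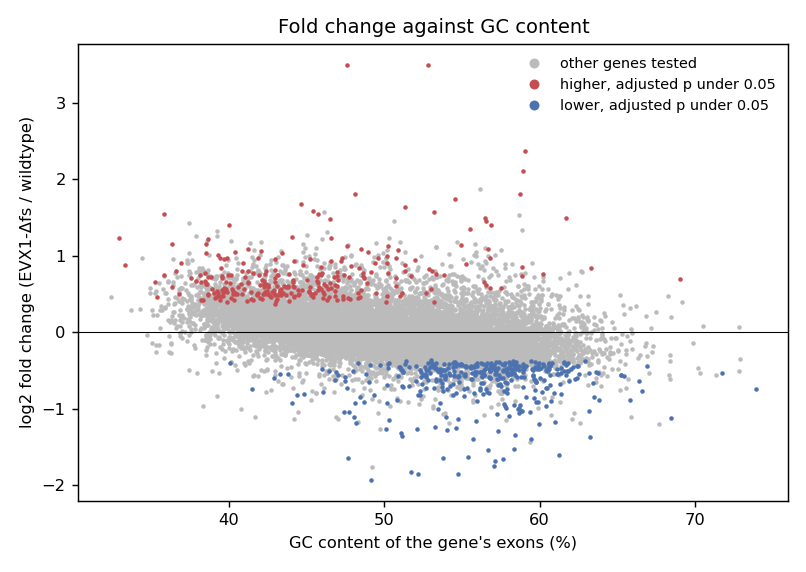
Log2 fold change (EVX1-Δfs over wildtype, y axis) against the GC content of the exons in percent (x axis) for each tested gene with a GC value, with called genes in colour. Genes called higher sit toward low GC content (median 43.9%) and genes called lower toward high GC content (median 56.5%).

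Among genes named by rank, Cer1 (chromosome 4, 82527655 to 82531052) encodes a secreted antagonist of BMP and nodal signals. Cer1 rose from 33.9 ± 14.3 to 377 ± 72.8 normalized counts (SD, n = 3), a log2 fold change of 3.49 ± 0.23 (SE) with a limma adjusted p of 2.37e-09. Grb10 followed, from 248 ± 34.0 to 867 ± 69.5 normalized counts (SD, n = 3), with a log2 fold change of 1.81 and a limma adjusted p of 1.08e-08. The log2 fold changes of Zfhx4, Podn and Tex15 were 1.58, 1.40 and 1.22. In the other direction, Col1a1 had the lowest log2 fold change at -1.66 (limma adjusted p of 3.32e-04), with 455 ± 243 normalized counts in wildtype and 133 ± 29.4 in EVX1-Δfs EBs (SD, n = 3). Fgf3, Gas1 and Arl4d had log2 fold changes of -1.54, -1.52 and -1.40. All 9 of these genes kept their call under the replicate block in limma, and all 9 kept it in each of the 6 fits that left out 1 library. Tex15 had a log2 fold change of 0.88 and an adjusted p of 0.176 in DESeq2 with the replicate block and the GC and length offsets.

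**Figure D3:**
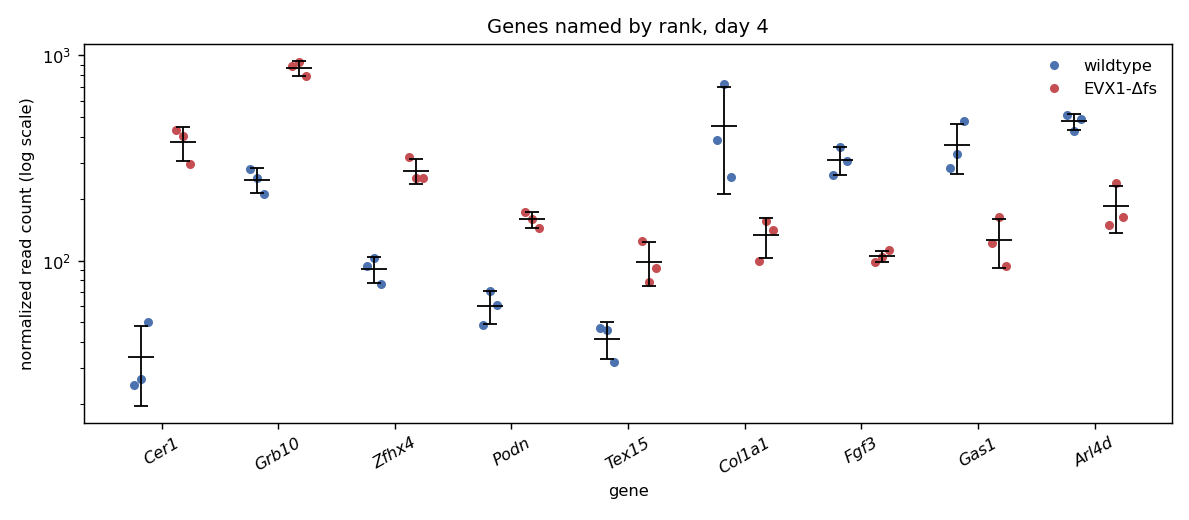
Normalized read counts (y axis, log scale) of 9 genes named by rank (x axis) in each library, with the mean and SD of 3 libraries as black bars. The 5 genes on the left are higher and the 4 on the right are lower in every EVX1-Δfs library than in every wildtype library.

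Anterior-posterior patterning was the question behind the next comparisons. The lists below were chosen by the study on these same libraries, so the counts are not independent evidence. Of 18 posterior patterning genes, all 18 were called lower, and 18 when adjusted over the list alone. Their log2 fold changes ranged from -1.54 (Fgf3) to -0.50 (Eomes), with a median of -0.84. Hand1 fell from 2925 ± 885 to 1185 ± 247 normalized counts (SD, n = 3), a log2 fold change of -1.28 with a limma adjusted p of 9.36e-05. With the replicate block 17 of the 18 were called, and Eomes had an adjusted p of 0.0586. Eomes was also not called in limma without wildtype replicate 3, EVX1-Δfs replicate 1 or EVX1-Δfs replicate 3 (adjusted p of 0.0552, 0.0660 and 0.0791). With the block and the trends removed, 14 were called. Leaving out EVX1-Δfs replicate 1 left 12.

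Of 6 genes of the anterior visceral endoderm, anterior mesendoderm or epiblast, 5 were called higher, and 6 when adjusted over the list alone. Nanog had a log2 fold change of 0.40 with a limma adjusted p of 0.0552. Foxa2 rose from 45.7 ± 16.4 to 96.1 ± 22.3 normalized counts (SD, n = 3), with a limma adjusted p of 0.0159, and Sox17 had a log2 fold change of 0.91 with a limma adjusted p of 0.0334. With the replicate block, Cer1 was the 1 gene of the list still called. With GC and length trends removed, Cer1, Sox17 and Foxa2 were called, with or without the block. Leaving out EVX1-Δfs replicate 1 left 1 gene called. Foxa2 was not called without EVX1-Δfs replicate 1 or 2 (limma adjusted p of 0.0690 and 0.0721). Sox17 was not called without wildtype replicate 1 or 3 or EVX1-Δfs replicate 1 or 2 (limma adjusted p from 0.0524 to 0.134). Nanog was called without EVX1-Δfs replicate 2 (limma adjusted p of 0.0325) and in DESeq2 with default settings (adjusted p of 0.0293).

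Of 8 WNT pathway genes, all 8 were called lower, and 8 when adjusted over the list alone, with log2 fold changes from -1.26 (Wnt2) to -0.44 (Lrp5). Wnt2 and Wnt5a are also in the posterior list, so these counts overlap. With the replicate block 6 were called, and Dvl2 and Lrp5 had adjusted p of 0.0700 and 0.0734. Leaving out EVX1-Δfs replicate 1 or replicate 3 left 4. Wnt2 was not called without wildtype replicate 3 or EVX1-Δfs replicate 1 (limma adjusted p of 0.0591 and 0.0584). Dvl2 and Lrp5 were not called without wildtype replicate 1 or 3 or EVX1-Δfs replicate 1 or 3 (limma adjusted p from 0.0574 to 0.156). The 3 genes the study lists as WNT antagonists, Cer1, Cfc1 and Sfrp1, were called higher in limma, with and without the block. That label is the study's and was not tested here, and Cer1 is also in the anterior list. Cfc1 had no adjusted p in DESeq2 with the block and an adjusted p of 0.0511 with the block and the GC and length offsets. It was not called in limma without wildtype replicate 1, EVX1-Δfs replicate 2 or EVX1-Δfs replicate 3 (adjusted p of 0.0576, 0.0511 and 0.0568). T and Sp5 are expressed across the mesoderm. T was called lower, with a log2 fold change of -0.58 and a limma adjusted p of 0.0122, which was 0.0566 with the block and 0.0747 without EVX1-Δfs replicate 1. Sp5 was not called (log2 fold change of 0.19, limma adjusted p of 0.419). Gsc, examined on its own, was not called either (log2 fold change of -0.29, limma adjusted p of 0.413).

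Evx1 neighbours the HoxA cluster, and its genes were examined for a change in either direction. Of these, 10 HoxA genes fell below the filter on low values, so 0 of the 10 could be called in the main test. They reached at most 13.3 normalized counts in a library (Hoxa13), and 3 of them had 0 reads throughout. A fall or a small change in these genes was therefore not detectable in the main test. A rise to at least 10 normalized counts in 3 libraries would have passed the filter and was not seen. In 3 other settings up to 7 of these genes had an adjusted p, with 0 called.

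Of the 11 marker lists, 5 were past the threshold with camera. The haematoendothelial, paraxial mesoderm and lateral or cardiac mesoderm lists were lower, with median log2 fold changes of -0.62, -0.87 and -0.35 and adjusted p of 1.65e-06, 1.98e-06 and 0.00712. The pluripotency and epiblast list and the list of anterior visceral and definitive endoderm were higher, with median log2 fold changes of 0.40 and 0.24 and adjusted p of 7.12e-04 and 0.00712. Visceral endoderm genes had a median of -0.38 and an adjusted p of 0.0506. The neurectoderm, imprinted, p53 target, hypoxia and glycolysis, and immediate early lists had adjusted p of 0.612, 0.307, 0.690, 0.552 and 0.406. The study names 1, 1, 3, 1 and 4 genes of the 5 lists past the threshold, in the order given. Without those genes, 3 lists were past it, and the cardiac and anterior endoderm lists were not (adjusted p of 0.731 and 0.544). Without EVX1-Δfs replicate 2 the anterior endoderm list was not past the threshold (adjusted p of 0.144). Without wildtype replicate 2 the imprinted list was (0.0418), and without wildtype replicate 1 or 3 the visceral endoderm list was (0.0452 and 0.0445). With fry, paraxial mesoderm and visceral endoderm were past the threshold (2 lists). With a correlation estimated from the data 0 lists were, with 1 at an unadjusted p under 0.05.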

Values the study reported

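The study reported 802 differentially expressed genes between EVX1-Δfs and wildtype EBs with DESeq2. Of these, 282 were reported as upregulated and 520 as downregulated.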

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

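Settings built on limma with another pseudocount, voom, another limma scaling, all genes with any read, the limma replicate block or the removed trends were chosen after seeing the data. So were camera with TMM scaling, with the trends removed or on genes kept by filterByExpr. The same holds for all settings of the genes named outside the ranking. The remaining settings were chosen before the data were examined.

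The number of genes called depended on the setting. edgeR over all genes with any read called 530 genes higher and 625 lower. With the replicate block, DESeq2 called 77 higher and 207 lower, edgeR 67 and 126, and limma 76 and 146, where all 222 limma calls were also calls without the block. With GC and length offsets, DESeq2 called 102 higher and 240 lower, and limma with the trends removed called 101 and 182. With the block and the correction together, DESeq2 called 34 higher and 116 lower and limma called 73 and 133, and 175 of the 660 genes kept their call in the latter. The block uses up degrees of freedom. In 20 simulated sets without a shared day, 660 genes changed by their fitted fold changes. There limma called a median of 526 genes without the block and 531.5 with it. The spread of each simulated gene had already been drawn toward that of other genes, so lost degrees of freedom may matter less there. These sets therefore cannot exclude that loss as a cause in the real libraries. The cause of the drop in the real libraries was not tested further. The causes of the other shifts were not tested, apart from the simulated trends given with the other observations. The 17 other settings that kept all libraries gave counts within 1.5 times of the main ones.

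Across the 6 fits that each left out 1 library, from 77 (without EVX1-Δfs replicate 3) to 332 (without wildtype replicate 2) genes were higher and from 138 (without EVX1-Δfs replicate 1) to 355 (without EVX1-Δfs replicate 2) were lower. These fits have fewer samples. Between 205 and 474 of the 660 genes kept their call in them.

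The posterior list stayed within 1.5 times of its main count in all 31 settings, from 12 genes without EVX1-Δfs replicate 1 to 18. The anterior list was less stable. It had 1 gene called with the replicate block in limma, DESeq2 and edgeR. In DESeq2 with the block, Foxa2 and Sox17 had no adjusted p, so the count there does not mean that they lost their calls. The list had 3 genes called with the trends removed in limma (with or without the block) and 3 with the DESeq2 offsets. It had 2 with the DESeq2 offsets and the block, and 3 with limma on all genes with any read. Leaving out 1 library gave from 1 (without EVX1-Δfs replicate 1) to 4 genes. The WNT list had 5 genes called in DESeq2 with the block and offsets, and from 4 (without EVX1-Δfs replicate 1, and also without EVX1-Δfs replicate 3) to 8 genes across the fits that left out 1 library. Of the 10 HoxA genes below the filter, 7 had an adjusted p in 3 settings (edgeR over all genes, limma on all genes with any read, and DESeq2 without independent filtering), with 0 called and 0 at an unadjusted p under 0.05. The remaining settings gave these genes no adjusted p. The cause of these shifts was not tested. Under the limma block, Eomes, T, Dvl2, Lrp5, Sox17, Foxa2 and Atm lost their calls, as did Impact, Zdbf2 and Eif2s3y (adjusted p of 0.0589, 0.0555 and 0.0930). The block changed no other call in limma of a gene named here, in the report or with the other observations, and no call of a marker list.

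The fold changes of Evx1 and Evx1as were close to 0 and changed sign between settings, with adjusted p from 0.369 to 0.999 for Evx1 and from 0.791 to 1.00 for Evx1as. The log2 fold change of Evx1 was 0.000334 with edgeR, 0.0169 and 0.0126 with upper-quartile factors in DESeq2 and limma, 0.178 with the DESeq2 offsets, 0.177 with the offsets and the block, and 0.176 in limma with the trends removed, with or without the block. It ranged from -0.0858 to 0.0756 across the fits that left out 1 library. For Evx1as it was -0.00186 in DESeq2 with default settings, without independent filtering, with filtering tuned to 0.05 and without the Cook's distance filter, and -0.00165 with the normal prior. It ranged from -0.0773 to 0.0623 across the fits that left out 1 library.

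The marker lists past the threshold numbered 2 with fry, 0 with camera at an estimated correlation and 3 without the genes the study names. The cause was not tested. The other 13 settings gave from 4 to 6 lists. Neurectoderm passed the threshold with the block and trends removed (adjusted p of 0.0374). Visceral endoderm passed it with upper-quartile scaling, TMM scaling and genes with 10 or more reads in 3 libraries (adjusted p of 0.0393, 0.0493 and 0.04996), and without wildtype replicate 1 or 3 (0.0452 and 0.0445). Without wildtype replicate 2 the imprinted list passed it (0.0418), and without EVX1-Δfs replicate 2 the anterior endoderm list did not (0.144).

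For the 9 genes named by rank and reported, 276 of 277 values kept their direction and their side of the threshold, and 1 was weaker. DESeq2 with the replicate block gave no adjusted p for Podn and Tex15, and these 2 values were not counted. For 19 other genes named in the text, 482 of 585 values kept their direction and their side of the threshold, 88 were weaker, 14 were stronger (all of Nanog) and 1 was reversed. The log2 fold change of Gsc ranged from -0.463 to 0.0296 across the fits that left out 1 library, and was above 0 without EVX1-Δfs replicate 3. In 4 cases there was no adjusted p. The lowest genes could not be judged in the main test: 10 HoxA genes fell below the filter. Whether depth or absent expression was the reason was not tested.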

Other observations

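Of the 18 tests below, 8 had their expected outcomes written down before the value was seen, and 10 only after it had been seen. Rps13, H19 and the imprinted genes were singled out after their values were seen.

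The real grouping gave 660 genes past the threshold, and 1 of the 10 splits of the 6 libraries, the real one, gave as many. The other splits gave 0 genes with limma (at most 9 with DESeq2), with from 194 to 760 genes at an unadjusted p under 0.05, against 3028 in the real split. Of the 4 splits that part all 3 pairs, the other 3 also gave 0. With 3 libraries against 3, the share cannot fall under 0.1, so this test cannot exclude chance. For the marker lists, 2 of the 10 splits gave as many lists as the real one (5). The second also parts all 3 pairs. The camera counts of lists are therefore weaker evidence than their adjusted p alone implies.

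Fold changes fell with GC content. The contrast between the lowest and highest 10% of genes by GC content (difference of their median log2 deviations) was -0.32, -0.05 and -0.34 in wildtype replicates 1, 2 and 3, and 0.23, 0.07 and 0.39 in EVX1-Δfs replicates 1, 2 and 3. Libraries of a genotype differed by up to 0.32, against 0.46 between the group means (exact two-sided permutation p of 0.1, the smallest that 3 against 3 allows). Of the 1298 genes in the lowest 10%, 86.2% were higher in EVX1-Δfs EBs. A trend of single libraries that fell unevenly on the groups, and a shift that follows genotype, cannot be told apart here, since each group has 3 libraries. In 20 simulated sets with the trends of these libraries and no changed gene, a median of 14.5 and at most 34 genes were called, and at most 1 with the trends removed. In a set that also had 200 genes changed by at least 2-fold, limma called 305 genes, of which 36.1% were false. With the trends removed it called 208, of which 4.33% were false. The trends with no changed gene therefore gave fewer calls than were observed, but they add more calls where other genes change. Of the 222 calls in the fit with the replicate block, 143 kept direction and threshold in the blocked fit with trends removed, which argues against the trend as the whole cause of those. The calls lost without the block had a median GC content of 42.4% when higher and 57.2% when lower. That correction acts on GC content itself, so for the 428 lost calls a technical trend and a biological change of AT-rich or GC-rich genes stay open. A genotype effect that follows GC content was not tested apart from this. The fall of fold changes with the mean normalized count (rho of -0.267) stayed at -0.260 with the trends removed, and its cause was not tested.

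In the blocked fit with the trends removed, 14 genes of the posterior list, 3 of the anterior list and 6 of the WNT list kept their calls. This argues against the GC or length trend as the whole cause of each list's change. It stays open for the genes that lost their calls, which include Atm, Dvl2 and Lrp5. An expansion of anterior endoderm cells is a candidate explanation of the anterior genes. Outside the study's lists, 8 markers of these cells were tested. 5 were higher, 0 were called higher and 0 were called lower in the blocked fit with trends removed, with 0 past the threshold in either direction without the correction. At an unadjusted p under 0.05 there were 4, of which Shisa2, Chrd and Otx2 were higher and Hhex lower (log2 fold changes of 0.76, 0.60, 0.39 and -0.56), and 3 with the block and trends removed. These markers cannot decide, since they go both ways and none passed the adjusted threshold.

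A change in copy number of a whole chromosome in the edited clone would move that chromosome's median toward 0.58 (3 copies in place of 2) or -1 (1 copy). The median farthest from 0 with the trends removed was -0.079, on chromosome 19, which argues against such a change of chromosomes 1 to 19 or X in most cells. The 4 tested Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) had a median log2 fold change of -0.0704 in the blocked fit with the trends removed, with 0 called and 0 at an unadjusted p under 0.05, which argues against loss of the Y chromosome in most cells. Without the block and the correction, Eif2s3y was called higher (limma adjusted p of 0.0461).

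Rps13, which encodes a ribosomal protein, fell from 12615 ± 1864 to 6091 ± 782 normalized counts (SD, n = 3), a log2 fold change of -1.05 with a limma adjusted p of 8.78e-05. The other 75 ribosomal protein genes had a median of -0.11, with 0 called lower and 2 called higher. At an unadjusted p under 0.05, 13 were lower, and the values ran from -0.83 (Rpl34) to 0.54 (Rps27). A general drop of these transcripts is argued against by those values. The change was -1.09 in the blocked fit with the trends removed (limma adjusted p of 5.80e-04), which argues against the GC trend. The tested genes on either side, Plekha7 and Pik3c2a, had log2 fold changes of 0.0492 and 0.52, so a deletion reaching them is argued against. The table lists 0 copies named after Rps13, so reads shared with copies outside the table stay open, as do a lesion or variant within the gene in this clone and an effect of the edit. A heterozygous loss limited to Rps13 may be a cause and was not tested. The study names only Evx1, Evx1as and Grb10 as differing between this clone and a line with a deletion at the Evx1 locus. Those libraries were not analysed here, but a matching Rps13 level in them would argue against a lesion private to this clone.

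Grb10 was higher and H19 was lower (log2 fold change of -1.16, limma adjusted p of 0.00199), and both are imprinted. H19 was not called in DESeq2 without independent filtering (adjusted p of 0.0663). Nor was it called in DESeq2 with the replicate block or the GC and length offsets (0.0678 and 0.166, and 0.257 with both). Over the other 31 imprinted genes tested, the median absolute log2 fold change with trends removed was 0.286, against 0.145 over random lists matched on expression, and 0% of 10000 random lists reached it. The direction was mixed, and without the correction 3 of these genes were called higher (Impact, Phlda2 and Zdbf2) and 0 lower, with 8 lower at an unadjusted p under 0.05. Phlda2 kept its call in limma with the block and the trends removed (adjusted p of 0.00641), while Impact and Zdbf2 were not called with the trends removed (0.246 and 0.151), with the block (0.0589 and 0.0555) or with both (0.266 and 0.181). Leaving out 1 library removed the call of Impact in 5 of 6 fits and of Zdbf2 in 3. The spread within genotypes was 0.171 (SD) for these genes and 0.152 for random lists, and 10.4% of random lists reached it. A larger spread between libraries is not excluded by that value, because in 2 other splits of the libraries the list stood 1.90 and 1.79 times above random lists, close to the 1.98 of the real split, and 0.06% of random lists reached it in each. The split at 1.79 parts all 3 pairs, as the real one does. A shift of imprinted genes in the edited clone is a hypothesis that these data leave open. In these libraries, which come from 1 edited clone, a change of imprinting acquired in culture and an effect of EVX1 cannot be told apart. The study describes Grb10 as differing between this clone and a line with a deletion at the same locus. Those libraries were not analysed here, and such a difference would argue against loss of EVX1 as the whole cause for Grb10. The study does not name H19 as differing there, and a matching H19 level would argue against an H19 change private to this clone.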
